# Acute irradiation causes a long-term disturbance in the heterogeneity and gene expression profile of medullary thymic epithelial cells

**DOI:** 10.3389/fimmu.2023.1186154

**Published:** 2023-11-02

**Authors:** Kenta Horie, Kano Namiki, Kyouhei Kinoshita, Maki Miyauchi, Tatsuya Ishikawa, Mio Hayama, Yuya Maruyama, Naho Hagiwara, Takahisa Miyao, Shigeo Murata, Tetsuya J. Kobayashi, Nobuko Akiyama, Taishin Akiyama

**Keywords:** thymus, thymic epithelial cell (TEC), AIRE, radiation, scRNA seq

## Abstract

The thymus has the ability to regenerate from acute injury caused by radiation, infection, and stressors. In addition to thymocytes, thymic epithelial cells in the medulla (mTECs), which are crucial for T cell self-tolerance by ectopically expressing and presenting thousands of tissue-specific antigens (TSAs), are damaged by these insults and recover thereafter. However, given recent discoveries on the high heterogeneity of mTECs, it remains to be determined whether the frequency and properties of mTEC subsets are restored during thymic recovery from radiation damage. Here we demonstrate that acute total body irradiation with a sublethal dose induces aftereffects on heterogeneity and gene expression of mTECs. Single-cell RNA-sequencing (scRNA-seq) analysis showed that irradiation reduces the frequency of mTECs expressing AIRE, which is a critical regulator of TSA expression, 15 days after irradiation. In contrast, transit-amplifying mTECs (TA-mTECs), which are progenitors of AIRE-expressing mTECs, and Ccl21a-expressing mTECs, were less affected. Interestingly, a detailed analysis of scRNA-seq data suggested that the proportion of a unique mTEC cluster expressing Ccl25 and a high level of TSAs was severely decreased by irradiation. In sum, we propose that the effects of acute irradiation disrupt the heterogeneity and properties of mTECs over an extended period, which potentially leads to an impairment of thymic T cell selection.

## Introduction

The thymus provides an environment for development of T cells. Thymic epithelial cells (TECs) are essential for development and selection of thymic T cells by presenting self-antigens and expressing some cytokines and signaling molecules (1). TECs are largely divided into two types based on localization: cortical TECs (cTECs) and medullary TECs (mTECs). cTECs are critical for proliferation and differentiation of early progenitors into CD4^+^CD8^+^ (DP) thymocytes and they also positively select DP thymocytes recognizing a complex of self-peptide and major histocompatibility complex (MHC) with moderate affinity, thereby leading to differentiation of DP thymocytes into CD4^+^CD8^–^ (CD4SP) or CD4^–^CD8^+^ (CD8SP) thymocytes. Subsequently, CD4SP and CD8SP thymocytes interact with mTECs, which ectopically express and present self-peptides derived from tissue-specific antigens (TSAs). CD4SP and CD8SP thymocytes interacting with TSA peptides with high affinity undergo negative selection, or in the case of CD4SP thymocytes, differentiate into regulatory T cells. Autoimmune regulator (AIRE) is a transcriptional regulator that controls TSA expression in mTECs (2). Because dysfunctional mutations of the *AIRE* gene cause onset of human autoimmune disease (3), it is most likely that TSA expression in mTECs is essential to suppress onset of autoimmune diseases (4).

Recent studies using single-cell RNA sequencing analysis (scRNA-seq) revealed a high degree of TEC heterogeneity in humans and mice (5–9). Bornstein et al. classified mTECs into four subsets (5). mTEC IV (thymic tuft cells) showing gene expression and chromatin structure similar to intestinal tuft cells have been reported (5, 10), in addition to mTEC I, mTEC II, and mTEC III subsets that corresponding primarily to Ccl21a^+^mTEC^lo^, Aire^+^mTEC, and post-Aire mTEC subsets, respectively. Michelson et al. investigated heterogeneity of post-Aire mTECs in more detail. Post-Aire mTECs are an assembly of various mimetic cells harboring signature genes expressed by extra-thymic cell types (11, 12). Several studies using scRNA-seq have suggested a unique mTEC cluster expressing a high level of cell cycle-related genes (6, 8, 9). A further study demonstrated that this cluster is equivalent to transit-amplifying cells (9), which are proliferative progenitors connecting stem cells and mature cells (13).

Cytoreductive therapies such as chemotherapy and irradiation are frequently used in cancer treatment. Irradiation causes acute involution of the thymus (14, 15). Thymic involution by irradiation is ascribed to severe and acute reduction of thymocytes, mainly of DPs. In addition to thymocytes, TECs are affected by irradiation. Notably, after this acute thymic involution, both thymocytes and TECs are homeostatically recovered (14–17). Some studies have provided mechanistic insights on the recovery of TECs and the resulting recovery of the thymic organ (14–16, 18). Several cytokines and growth factors were reportedly involved in the thymic regeneration. Dudakov et al. have shown that IL-22 from type 3 ILCs is required for TEC proliferation after irradiation (16). Wertheimer et al. showed that bone morphogentic protein 4 (BMP4) is expressed in thymic endothelial cells and promotes thymic recovery after irradiation (18). Mechanistically, BMP4 signaling in TECs causes increased expression of Foxn1, which is critical for TEC development and maintenance. In an earlier study, it was reported that keratinocyte growth factor (KGF) contributes to the thymic recovery from irradiation by enhancing the proliferation and function of thymic epithelial cells (19). Mechanistically, KGF signaling up-regulates the expression of several target genes necessary for TEC regeneration, such as BMP4. KGF activates the p53 pathway for transcriptional activation. Indeed, the transcription factor p53, which is activated by radiation-induced DNA damage, promotes the regeneration of medullary TECs (mTECs) after irradiation (20). In contrast to these positive regulators, TGF-β signaling in TECs inhibits thymic recovery in the early phase after irradiation (21).

Although the reduction of TEC frequency by irradiation was known, its effect on TEC heterogeneity and their individual phenotype was not fully characterized. In this study, we performed scRNA-seq analysis of TECs in murine thymus 15 days after sublethal total body irradiation. Data analysis showed that irradiation affects proportions of mTEC subsets. Pseudotime analysis of scRNA-seq data and BrdU decay kinetic analysis have suggested that the lifetime of Aire^+^mTECs was not affected, but its differentiation might be retarded by irradiation. Moreover, scRNA-seq suggested a selective decrease of an mTEC subset expressing *Ccl25* and a high level of TSAs in addition to a reduction in TSA expression level. Consequently, these data suggested that irradiation affects phenotypes and heterogeneity of mTECs, which may influence thymic selection.

## Results

### mTEC composition was disturbed after irradiation

Because influences of radiation may be altered in different breeding environments, ages, genders, and genetic backgrounds, in addition to the radiation dose, we first detailed recovery dynamics of total thymic cells and TECs (EpCAM^+^ CD45^-^ TER119^-^ cells) from female mice on a 7-week-old C57BL/6 background at several time points after irradiation with a sublethal dose of γ-rays (5.5 Gy) (**Figure 1A**). Based on binding of UEA-1 lectin and expression level of Ly51, TECs were separated into subpopulation of mTECs (UEA-1^+^Ly51^–^ TECs) and cTECs (UEA-1^–^ Ly51^+^ TECs) (**Supplementary Figure 1**). As in previous studies (17), the cell number of thymocytes decreased until Day 4, and then increased to almost the same number on Day 10 as on Day 0 (**Figure 1B**). In contrast, the number of TECs decreased until Day 6 (**Figure 1C**). Moreover, the maximum recovery of TECs occurred on Day 15, but still remained below the level on Day 0 (**Figure 1C**). These recovery dynamics pertain to mTECs, but not to cTECs (**Figures 1D, E**). Thus, these data indicate that radiation mainly causes a reduction of mTEC cellularity under these conditions.

**Figure 1:**
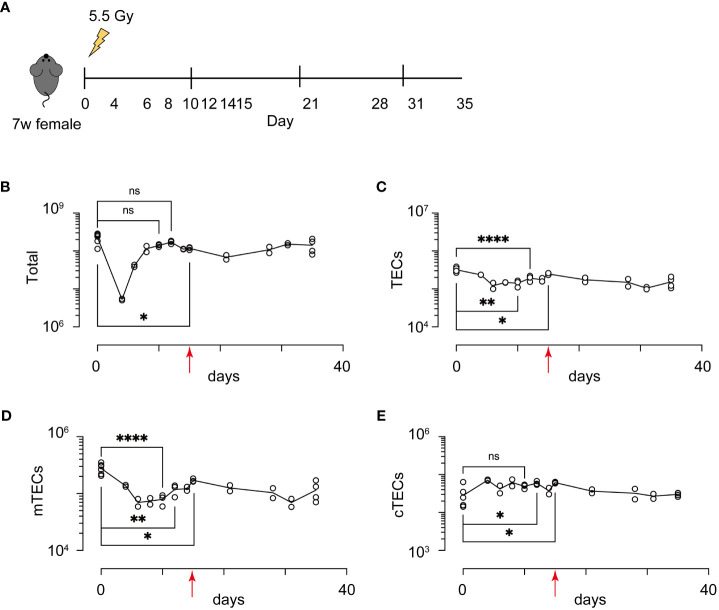
Acute sublethal irradiation caused a reduction and subsequent recovery in cellularity of thymic cells and thymic epithelial cells. **(A)** A schematic diagram of chase experiments of thymic cellularity after irradiation. Seven-week-old female mice with a C57BL/6 background were exposed to sublethal dose radiation. After the indicated days, total thymic cells were analyzed by flow cytometric analysis **(B-E)** Dynamics in cellularity were evaluated for total thymic cells **(B)**, TECs **(C)**, mTECs **(D)**, and cTECs **(E)** by flow cytometric analysis. Typical profiles of flow cytometric analysis were exhibited in **Supplementary Figure 1**. *p < 0.05; **p < 0.01; ****p < 0.0001; ns, p > 0.05; Student’s t-test. Red arrows indicate Day 15.

Interaction between TECs and thymocytes is critical for development and regeneration of the thymus (15). Because mTEC development is dependent on TNF cytokine family signaling from CD4SP thymocytes (22, 23), we detailed aftereffects of radiation on CD4SP thymocytes. CD4SP and CD8SP thymocytes among thymic naïve T cells were separated according to the gating strategy described in a previous study (24) (**Figure 2A** and **Supplementary Figure 2A**). After irradiation, CD4SP thymocyte numbers recovered by Day 15, whereas numbers of DP and CD8SP thymocytes were slightly reduced. CD4SP thymocytes are divided into three sub-populations at different maturation stages, based on expression levels of H2-kb and CD69 (24) (**Figure 2B** and **Supplementary Figure 2B**). Thus, CD69^hi^ H2-kb^lo^ cells and semi mature cells (SM) are the most immature types of CD4SP thymocytes. CD69^lo^ H2kb^hi^ cells, type 2 mature cells (M2) are the most mature cells, and CD69^hi^ H2kb^hi^ cells, type 1 mature cells (M1), are considered an intermediate differentiation stage between SM and M2 cells (24). Ratios of SM in CD4SP were decreased and those of M1 and M2 were increased in the thymus on Day 15. Cell number was slightly decreased for SM1, but not changed for M1 and M2. Thus, development of CD4SPs had largely recovered by Day 15. Moreover, the RANKL expression and CD40L expression are rather up-regulated on Day 9 and Day 14, respectively (**Supplementary Figure 2C**). Overall, the reduction of mTECs may not simply be due to reduced cellularity and cytokine expression of CD4SP thymocytes.

**Figure 2:**
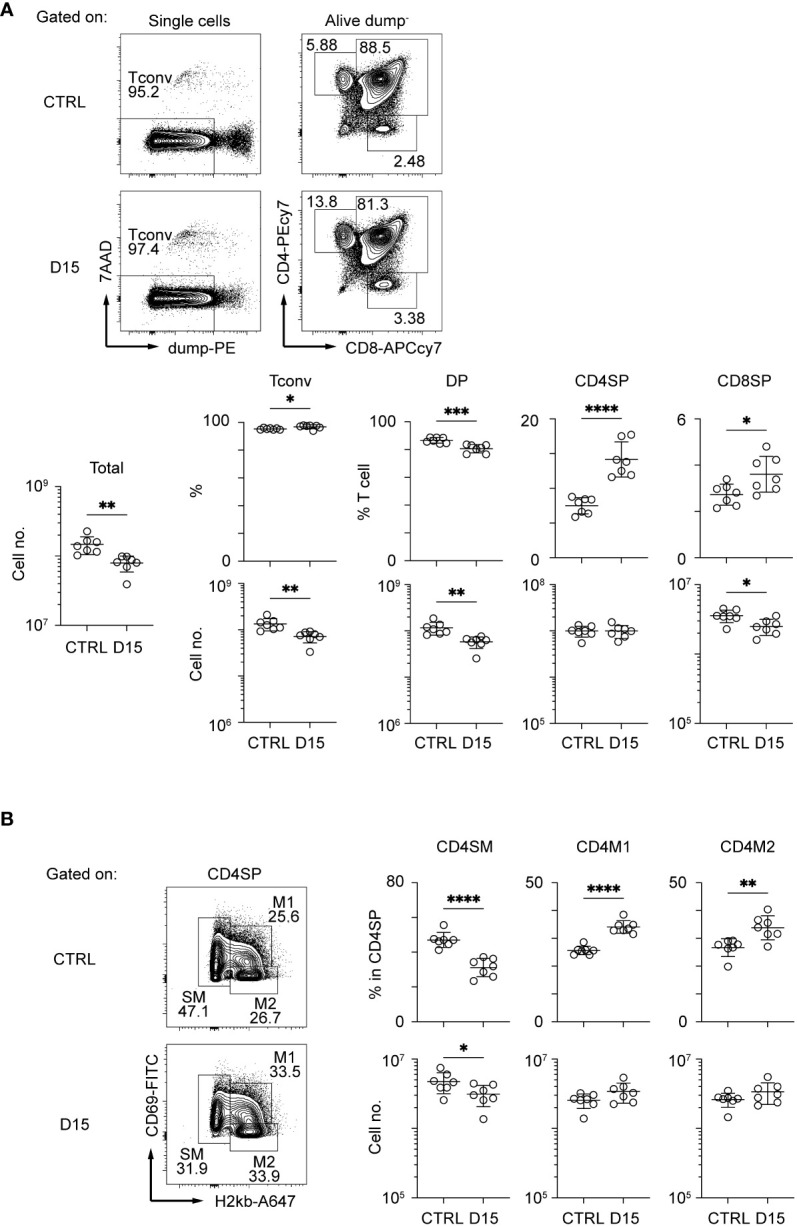
Thymocytes in the medulla were mostly recovered 15 days after sublethal irradiation. Representative flow cytometric profiles of total thymocytes **(A)** and mature SP thymocytes **(B)**. Dump^–^ cells are defined as 7AAD^–^ CD25^–^ CD44^–^ γδTCR^–^CD1d-tetramer^–^ cells. Data are summarized in figures below. Tconv indicates Dump- cells. DP, CD4SP, and CD8SP indicates CD4^+^CD8^+^Dump^–^, CD4^+^CD8^–^Dump^–^, and CD4^–^CD8^+^Dump^–^ cells *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; two-tailed t test.

### Differentiation stages from TA-mTECs to Aire^+^mTEC were affected 15 days after irradiation

We next sought to find effects of irradiation on heterogeneity and transcriptomics of TECs. We performed scRNA-seq of TECs from mice 15 days after irradiation and age-matched control mice because the number of TECs and mTECs was largely recovered by this time. TECs (CD45^–^TER119^–^EpCAM^+^ cells) were sorted from collagenase-digested thymic cells of these mice for scRNA-seq. 

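Each library held TECs pooled from 3 mice, and there was 1 library per condition. The irradiated mice had received 5.5 Gy at 7 weeks of age and were analysed 15 days later. The deposit's labels give an age of 9 weeks among the characteristics, which is the age at analysis by the paper's account, but 4 weeks in the protocol. The paper names version 3 of the droplet chemistry, and the labels name version 2. The authors deposited unnormalized counts of unique molecular identifiers (UMIs) per gene and cell barcode, made with Cell Ranger from reads aligned to the mouse genome. A UMI marks a single captured RNA molecule. The deposit's labels name the conditions the other way round from the assignment used here. The library that they call irradiated held 4937 barcodes, fewer than the 5070 irradiated cells that the paper reports after filtering. The libraries were therefore assigned by the paper's cell numbers, and every direction given for them would reverse under the deposit's labels. Shares of cells are given with exact Clopper-Pearson 95% intervals, and sums of UMIs with exact Poisson 95% intervals, which cover counting error only. Log2 ratios are of irradiated over control values, and their ranges combine the opposite ends of both intervals. With 1 library per condition, no difference has a replicate check, and no test was made between the conditions.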

To normalize individual variation, TECs from 3 mice were pooled for each condition. TEC data from irradiated and control mice were integrated and compared using the Seurat package (25). After filtering out cells with poor-quality expression data, 8,303 cells were used for downstream analysis. 

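Barcodes were kept when under 15% of their UMIs were mitochondrial and when they had between 2000 and 7500 detected genes, counted over genes found in at least 5 barcodes of the library. This kept 3233 control barcodes, or 65.5%, and 70.7% of the 7167 irradiated barcodes. The kept control cells had a median of 13412 UMIs, from 4132 to 58293. The kept irradiated cells had a median of 13003.5 UMIs, from 3810 to 55160. Most barcodes that were left out had too few detected genes, 1548 in the control library and 1925 in the irradiated library. A lower limit of 1000 detected genes moved the numbers most upwards, to 3493 control and 5464 irradiated cells. Scrublet called 1 control cell and 4 irradiated cells doublets, which is too few for the caller to have worked. Doublets were therefore limited only by the upper limit of detected genes.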

Among selected cells, 5,070 cells were irradiated TECs and 3,233 cells were control TECs. 

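With Seurat's anchor integration over 2000 genes, 20 principal components and a resolution of 0.5, the cells fell into 14 clusters, numbered R0 to R13 by size. With 20 other random seeds, 13 to 14 clusters were found. A lower resolution of 0.3 gave 10 clusters, and a higher resolution of 1.0 gave 19. The number of cells in R2 stayed within 25% of its number here in 12 of the 20 other runs, so its size depends on the run.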

Unsupervised graph-based clustering and UMAP dimension reduction of scRNA-seq data separated TECs into 16 clusters (**Figure 3A**). Based on expression levels of TEC marker genes (**Figures 3B, C** and **Supplementary Figures 3A, B**), we assigned clusters 0, 4, 5 and 11 to *Ccl21a* ^+^ mTECs, clusters 1 and 7 to *Aire* ^+^ mTECs, cluster 10 to tuft-like mTECs, clusters 12 and 14 to Post-Aire mTECs, cluster 8 to cTECs, cluster 13 to nurse cTECs, and cluster 3 to probable Pdpn^+^ TECs (26). 

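Clusters were named by markers fixed in advance, and a cluster whose leading genes belonged to another type was left with its number. R0 was Ccl21a+ mTEC-like, with 8 of 9 markers detected and 120 Ccl21a UMIs per 10000. Its leading genes were collagen genes, Ccl11, Cxcl14 and others that are on none of the lists of markers. The files list Ccl21a once, at 42772860 to 42773993 on chromosome 4 of GRCm38, and its UMIs are uncertain because near-identical copies of the gene exist. R7 also held much Ccl21a, 108 UMIs per 10000, but was led by stress genes and kept its number. R3 was Aire+ mTEC-like, with Aire and Hdc among its leading 10 genes. R1 had many Aire UMIs, but S100a8 and S100a9 were among its leading genes, so it kept its number. R9 was tuft-like, with 19.5 Avil UMIs per 10000. R8 was cTEC-like, with 1.56 Foxn1 UMIs per 10000. R11 was nurse cTEC-like by its thymocyte genes. Its cells had a median of 26358.5 UMIs, and doublets of a cTEC and a thymocyte were not told apart from nurse cTECs. R4 was Pdpn+ TEC-like, with 1.23 Pdpn UMIs per 10000. R10, R12 and R13 kept their numbers. R10 matched the Late-Aire list, with 21 of 21 markers detected, but held 0.34 Aire UMIs per 10000, so it kept its number. That choice was made after its values were seen. R13 had genes of ciliated cells among its leading genes.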

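Cell cycle genes led R5 and R6, which were TA-mTEC-like, and R6 held 5.45 Mki67 UMIs per 10000. Phases were scored with 43 S-phase and 54 G2/M genes after each cell had been thinned to 4000 UMIs, which left out 1 irradiated cell of R5. In R5, 52.5% of control cells (46.0 to 59.1) and 54.9% of irradiated cells (50.7 to 59.2) were in S phase. In R6, 77.8% of control cells (71.2 to 83.6) and 85.4% of irradiated cells (81.9 to 88.4) were in G2/M. In G1 were 0 of 185 control cells of R6, which allows a share of up to 1.62% (3 counts of the total), and 0 of 486 irradiated cells, which allows a share of up to 0.617%. The exact 95% intervals reach 1.97% and 0.756%. Without thinning, 51.3% of control and 51.0% of irradiated R5 cells were in S phase, and 77.3% and 86.6% of R6 cells were in G2/M.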

TA-mTECs are concordant with clusters 6 and 9, which are separated most likely because of differences in cell cycle phase proportions (**Supplementary Figures 3C-E**). Cluster 2 seemed to contain both *Aire* ^+^ and *Aire* ^-^ TECs (**Figures 3B, C**) and its average expression level of *Aire* was lower than that of cluster 1; therefore, it was assigned to Late-Aire mTECs (27).

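R2 lay where the paper places Late-Aire mTECs, with 4.88 Aire UMIs per 10000 over both libraries, against 9.15 in R1. Its leading genes included Lypd8, Ccl9, Ccl20 and Muc13, which are markers of Post-Aire mTECs, so it is compared by number. At least 1 Aire UMI was found in 74.9% of R2 cells and in 94.4% of R1 cells.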

**Figure 3:**
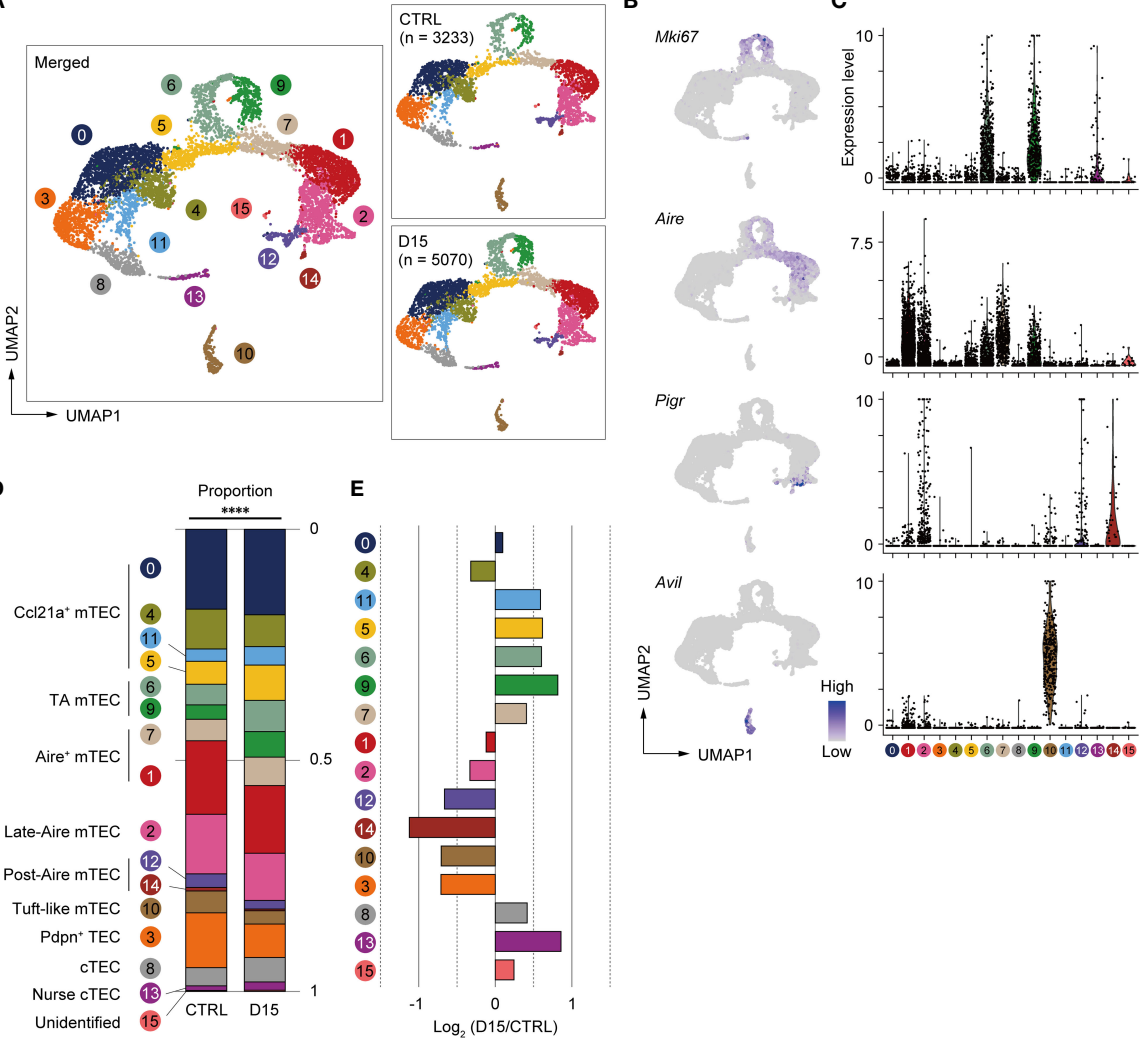
Heterogeneity of mTECs remained altered 15 days after sublethal irradiation. **(A)** UMAP plots of scRNA-seq data of TECs from mice 15 days after irradiation (D15) and age-matched control mice (CTRL). After being integrated to eliminate a batch effect, two datasets are split (right figures). Parentheses indicate cell numbers used for analysis after filtering to remove low-quality data. Cluster numbers are indicated. **(B)** Heatmaps of marker gene expression (counts per 10^4^ counts) projected onto UMAPs. **(C)** Violin plots of marker gene expression (scaled counts per 10^4^ counts) **(D)** Stacking bar plots of proportions of each cluster in TECs from mice 15 day after irradiation (D15) and age-matched control mice (CTRL). ****p < 0.0001; Chi-square goodness of fit test. **(E)** Bar plots of log2-transformed changes in proportions of TEC clusters in mice 15 day after irradiation (D15) and age-matched control mice (CTRL). Wilcoxon rank sum test. SST, steady-state thymus; PIT, post-irradiation thymus.

Proportions of TEC subsets were compared between the two conditions and log2-transformed changes of proportions were determined (**Figures 3D, E**). Chi-square goodness of fit tests showed a significant difference in the proportion of TEC subsets between irradiated and non-irradiated cells (**Figure 3D**). 

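A test over cells would treat cells of a pool as replicates, so the shares are given with their counting error alone. The log2 ratios of the compared clusters ranged from -1.05 in R12 to 0.96 in R11. Among the named clusters, merging the libraries without integration moved the log2 ratio of R0 most, from 0.10 to 0.69.

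**Figure D1:**
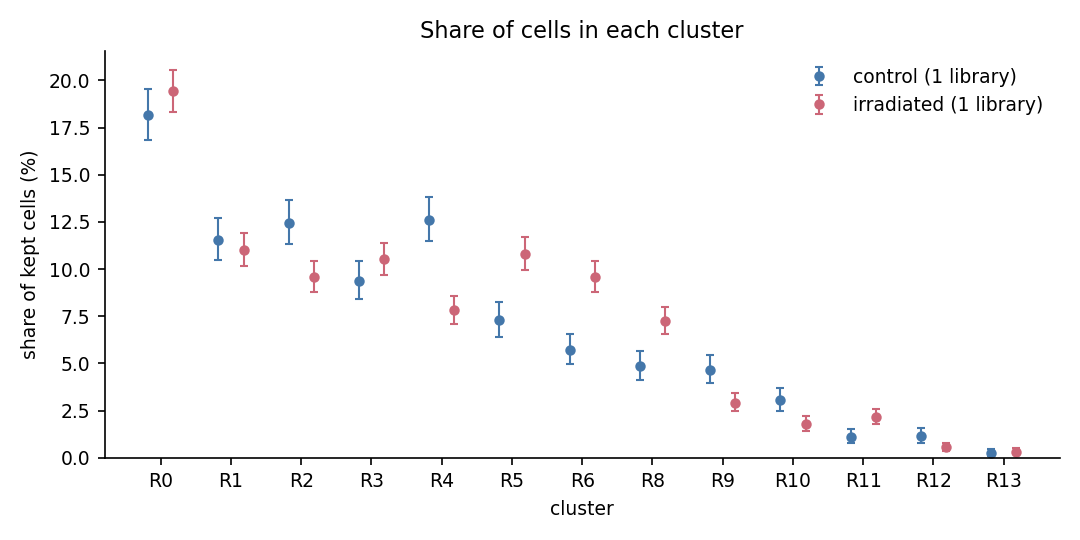
Share of the kept cells of each library (y axis, percent) in each cluster (x axis), with exact 95% intervals that cover counting error only. R4 and R9 lie lower and R5, R6 and R8 higher in the irradiated library; R7 is left out because the stress genes that lead it differ between the libraries.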

Proportions of Late-Aire mTEC, Post-Aire mTECs, tuft-like mTECs, and Pdpn^+^TECs were reduced (**Figure 3E**). In contrast, proportions of CCL21a^+^ mTECs, TA-mTECs, and cTECs were increased. 

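R2 held 12.5% of control cells (11.3 to 13.7) and 9.59% of irradiated cells (8.79 to 10.4), a log2 ratio of -0.38 (-0.64 to -0.12). Tuft-like R9 held 4.67% of control cells (3.97 to 5.46) and 2.92% of irradiated cells (2.47 to 3.42), a log2 ratio of -0.68 (-1.14 to -0.21). Pdpn+ TEC-like R4 held 12.6% of control cells (11.5 to 13.8) and 7.81% of irradiated cells (7.09 to 8.58), a log2 ratio of -0.69 (-0.96 to -0.42). No cluster was named Post-Aire mTEC-like, so the small clusters are compared by number. R12, with 2 Post-Aire markers among its leading 10 genes, held 1.14% of control cells (0.807 to 1.57) and 0.552% of irradiated cells (0.367 to 0.797), a log2 ratio of -1.05 (-2.10 to -0.02). R13, with 1 such marker, held 8 control and 16 irradiated cells, a log2 ratio of 0.35 (-1.43 to 2.26) that lies within counting error. R10, with 0 Post-Aire and 5 Late-Aire markers among its leading 10 genes, held 3.06% (2.50 to 3.72) and 1.79% (1.45 to 2.20), a log2 ratio of -0.77 (-1.36 to -0.18). R10 was found in 12 of 20 runs with other seeds.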

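Ccl21a+ mTEC-like R0 held 18.2% of control cells (16.8 to 19.5) and 19.4% of irradiated cells (18.3 to 20.5), a difference within counting error. With R7, the other cluster with much Ccl21a, the shares were 25.9% (24.4 to 27.4) and 25.7% (24.5 to 26.9), a log2 ratio of -0.01 (-0.16 to 0.14). TA-mTEC-like R5 rose from 7.30% (6.43 to 8.25) to 10.8% (9.95 to 11.7), a log2 ratio of 0.56 (0.27 to 0.86). TA-mTEC-like R6 rose from 5.72% (4.95 to 6.58) to 9.59% of irradiated cells, a log2 ratio of 0.74 (0.42 to 1.08). The cTEC-like R8 held 4.86% of control cells (4.14 to 5.65) and 7.24% of irradiated cells (6.54 to 7.99), a log2 ratio of 0.58 (0.21 to 0.95). The nurse cTEC-like R11 held 1.11% (0.781 to 1.54) and 2.17% (1.79 to 2.61).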

In Aire^+^ mTECs, cluster 1 was slightly decreased. In contrast, cluster 7, which is a transition stage from TA-mTECs to Aire^+^mTECs (9), was increased. 

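R1, with high Aire, held 11.5% of control cells (10.5 to 12.7) and 11.0% of irradiated cells (10.2 to 11.9). The log2 ratio of -0.07 (-0.32 to 0.19) lay within counting error. Under the other settings it ran from -0.22 without integration to 0.07 at resolution 0.3. At that resolution R1 held 1798 cells in place of 931, and no cluster matched R3.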

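R3, the Aire+ mTEC-like cluster, held 9.37% of control cells (8.39 to 10.4) and 10.5% of irradiated cells (9.68 to 11.4). Its log2 ratio of 0.17 (-0.11 to 0.44) was within counting error here. It was 0.47 with the limit of 1000 detected genes, where R3 held 441 cells in place of 836.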

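Taken over groups of clusters, R1 to R3 held 33.4% of control cells (31.7 to 35.0) and 31.1% of irradiated cells (29.8 to 32.4), a log2 ratio of -0.10 (-0.23 to 0.03). R5 and R6 together held 13.0% of control cells (11.9 to 14.2) and 20.4% of irradiated cells (19.3 to 21.5), a log2 ratio of 0.65 (0.44 to 0.86).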

Overall, these data suggested that sublethal-dose radiation caused abundant aftereffects in Aire^+^ mTECs and their progeny, i.e. Late-Aire, Post-Aire, and tuft-like mTECs, more than TA-TEC progenitors and CCL21a^+^ mTECs.

We considered two possible explanations for the effect of radiation on the ratio of Aire^+^mTECs and their later differentiation stages. The first is that irradiation may promote a decrease in fully differentiated Aire^+^mTECs, which are post-mitotic and are susceptible to cell death (28). The second is that differentiation from TA-mTEC progenitors into Aire^+^mTECs was repressed by irradiation.

A previous report suggested that pseudotime analysis may predict the differentiation rate of cells (29). We then performed single-cell trajectory analysis of TEC scRNA-seq data using the Monocle 3 package (30) to determine the pseudotime of each cell. Cells closest to TA-mTECs were chosen as root cells, which is the starting point for the pseudotime trajectory (**Figure 4A**). To evaluate differences in the differentiation rate, the pseudotime mean of cells around the branching of TA-mTEC, Aire^+^mTEC and Late Aire mTEC stages was calculated for control and irradiated TECs. The pseudotime mean of TECs receiving radiation was significantly lower than that of control TECs (**Figure 4B**), implying that the differentiation rate of mature mTECs is slowed 15 days after irradiation.

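Diffusion pseudotime from scanpy was used in place of Monocle 3, scaled so that its largest value is 1 and rooted at the TA cell nearest the centre of R5 and R6. Over the 1500 control and 2610 irradiated cells of R1, R2, R3, R5 and R6, the mean was 0.544 and 0.484, a difference of -0.0595. Within single clusters the difference was smaller, from -0.0201 in R3 to -0.0055 in R5. It stayed below 0 in R1 under every setting run. In the others its sign changed in 1 or more settings, to 0.0143 in R6, 0.0058 in R2 and 0.0004 in R5 without integration and to 0.0036 in R3 with the limit of 1000 detected genes. With the same weight for each cluster in both libraries, which moved the result most, the difference was -0.013, or 21.3% of that over all cells. From the lower mean, the paper proposes that mature mTECs differentiate more slowly 15 days after irradiation.

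**Figure D2:**
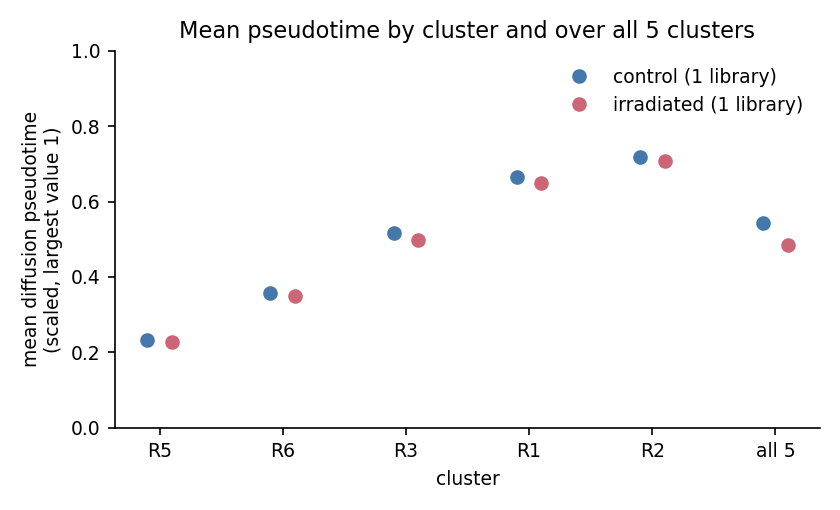
Mean diffusion pseudotime (y axis, scaled to a largest value of 1) in each cluster and over all 5 clusters (x axis) of the control and the irradiated library. The libraries lie closer within each cluster, at most -0.0201 apart in R3, than over all 5 clusters.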

**Figure 4:**
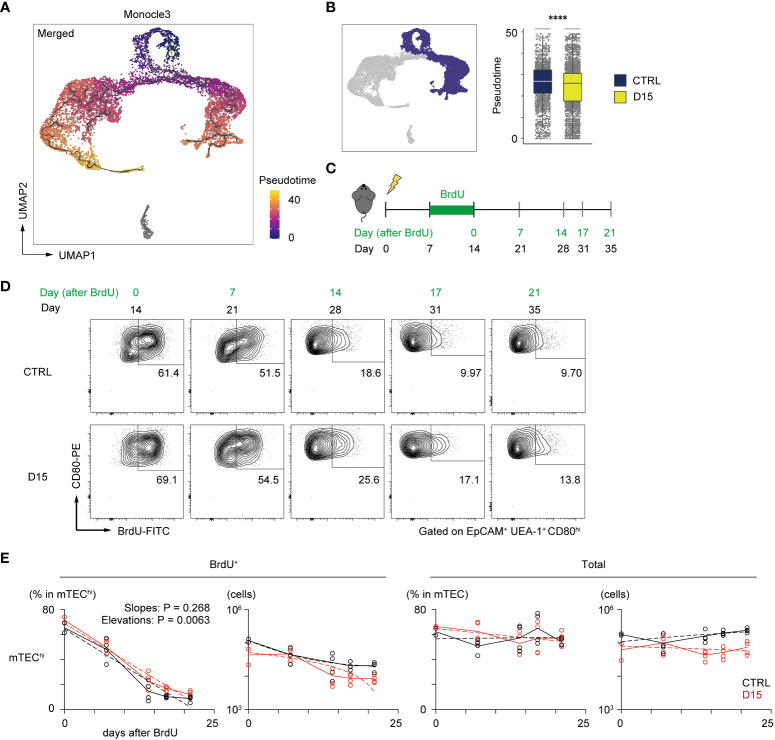
Irradiation did not influence the reduction kinetics of mature mTEC frequency. **(A)** The trajectory graph and pseudotime projected onto the UMAP plot of scRNA-seq data of TECs. **(B)** Box plots show pseudotime means of TA-mTECs, Aire^+^mTECs, and Late-Aire mTECs from mice 15 day after irradiation (D15) and age-matched controls (CTRL). Each dot indicates the pseudotime of an individual cell. ****p < 0.0001; Wilcoxon rank sum test. **(C)** A schematic diagram of *in vivo* BrdU-labeling experiment. BrdU was supplied in drinking water from day 7 to day 14 after irradiation. **(D)** Representative flow cytometer plots of mTEC^hi^ incorporating BrdU. mTEC^hi^ were defined as CD80^hi^EpCAM^+^ UEA1^+^ CD45^–^ TER119^–^cells **(E)** Decay kinetics of BrdU-labeled cells after the end of BrdU labeling. Solid lines connect means at each timepoint. Broken lines in plots of percentage against days indicate simple linear regression of average values. Broken lines in plots of cellularity were fitted by the least square method.

In order to evaluate reduction kinetics of differentiated mTECs, we performed a 5-bromo-2’-deoxyuridine (BrdU)-labeling assay. BrdU labeling of TA-mTECs and differentiated mTECs was performed by supplying BrdU in drinking water during the recovery period (Days 7 to 14 in **Figure 4C**). After BrdU labeling, the frequency of BrdU-labeled mTECs (UEA-1^+^EpCAM^+^) was monitored by flow cytometric analysis for 3 weeks (**Figure 4D**). Immediately after the end of the BrdU up-take, the ratio of BrdU-labeled cells in mTECs expressing high levels of CD80 (mTEC^hi^), which include TA-mTECs, Aire^+^mTECs and Post-Aire mTECs, was 69.1% of irradiated mTEC^hi^, versus 61.4% of the control group, suggesting similar proliferation of mTEC^hi^ in the two conditions. As expected, the proportion of BrdU-labeled cells in mTEC^hi^ gradually decreased and plateaued by Day 17 after BrdU-labeling, whereas total TEC numbers were practically constant during this period (**Figure 4E**). Notably, reduction kinetics of BrdU-labeled mTEChi were similar between the two conditions (**Figure 4E**). Thus, while it is possible that mTEC^hi^ is susceptible to apoptosis immediately after irradiation, these results suggest that the sensitivity of mTEC^hi^ to cell death might not be largely different between irradiated and non-irradiated thymus at 15 days post-irradiation. Accordingly, it appears that the reduction in the frequency of mTEC^hi^ at Day 15 is likely due to a repression in mTEC differentiation during the recovery period, and/or preferential cell death of mTEC^hi^ early after irradiation.

### Expression levels of tissue-specific antigens were altered by irradiation

We next investigated irradiation-induced aftereffects in gene expression of mTECs, using scRNA-seq data. We focused on gene expression changes in Aire^+^mTECs and their later differentiation stages because of their greater susceptibility to radiation. *Aire* expression was highest in Aire^+^ mTECs, comprising clusters 1 and 7, and moderate in Late-Aire mTECs (cluster 2) and TA-mTECs comprising clusters 6 and 9 in control mice (**Figure 5A**). 

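Aire lies at 78030022 to 78043610 on chromosome 10 of GRCm38, on the minus strand. In the control library, R3 held 13.6 Aire UMIs per 10000 (13.3 to 13.9) and R1 held 8.71 (8.49 to 8.93). The level was 4.22 in R2 (4.07 to 4.38), 5.85 in R6 (5.65 to 6.05) and 2.25 in R5 (2.10 to 2.39). R6 thus lay above R2, and R5 below it.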

Radiation caused a slight down-regulation of *Aire* expression in TA-mTECs and up-regulation of Late-Aire mTECs at Day 15, whereas *Aire* expression was not significantly altered in Aire^+^mTECs (**Figure 5A**).

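In R5 and R6 together, Aire was at 4.30 UMIs per 10000 in control and 4.13 in irradiated cells, a log2 ratio of -0.06 (-0.13 to 0.02). R6 alone had 5.45 (5.32 to 5.59) in irradiated cells, a log2 ratio of -0.10 (-0.19 to -0.02), and R5 alone had 2.29 (2.19 to 2.39), a log2 ratio of 0.03 (-0.13 to 0.19). In R2 it rose to 5.51 (5.34 to 5.69) in irradiated cells, a log2 ratio of 0.38 (0.28 to 0.49). In R1 and R3 together it was 11.2 (11.0 to 11.4) and 11.4 (11.2 to 11.5), a log2 ratio of 0.03 (-0.01 to 0.07). The alternative that moved a log2 ratio most left out the highest 5% of Scrublet scores, chosen after seeing the data. It gave 0.91 in R5, which held 425 cells there in place of 783. The log2 ratio of R5 was also 0.35 with under 10% mitochondrial UMIs, 0.40 at resolution 1.0 and -0.23 without integration. That of R6 stayed below 0 under every alternative run. With the limit of 10% mitochondrial UMIs, R2 had 0.51. With cells thinned to the same depth, the share of R2 cells with at least 1 Aire UMI was 51.4% of control (46.4 to 56.3) and 60.1% of irradiated cells (55.6 to 64.5). Without thinning it was 72.5% and 77.0%, at median depths of 14365 and 12611 UMIs. In R6 the share after thinning was 70.3% of control (63.1 to 76.8) and 59.5% of irradiated cells (55.0 to 63.9), and 89.7% and 77.8% without thinning, at median depths of 29795 and 23986 UMIs. In R5 it was 28.4% (22.7 to 34.6) and 33.2% (29.2 to 37.3) after thinning, and 45.3% and 50.1% without it, at median depths of 16491.5 and 14321 UMIs. As background, 3.97% of control and 8.11% of irradiated tuft-like cells had an Aire UMI after thinning, at median depths of 13421 and 10486.5 UMIs.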

**Figure 5:**
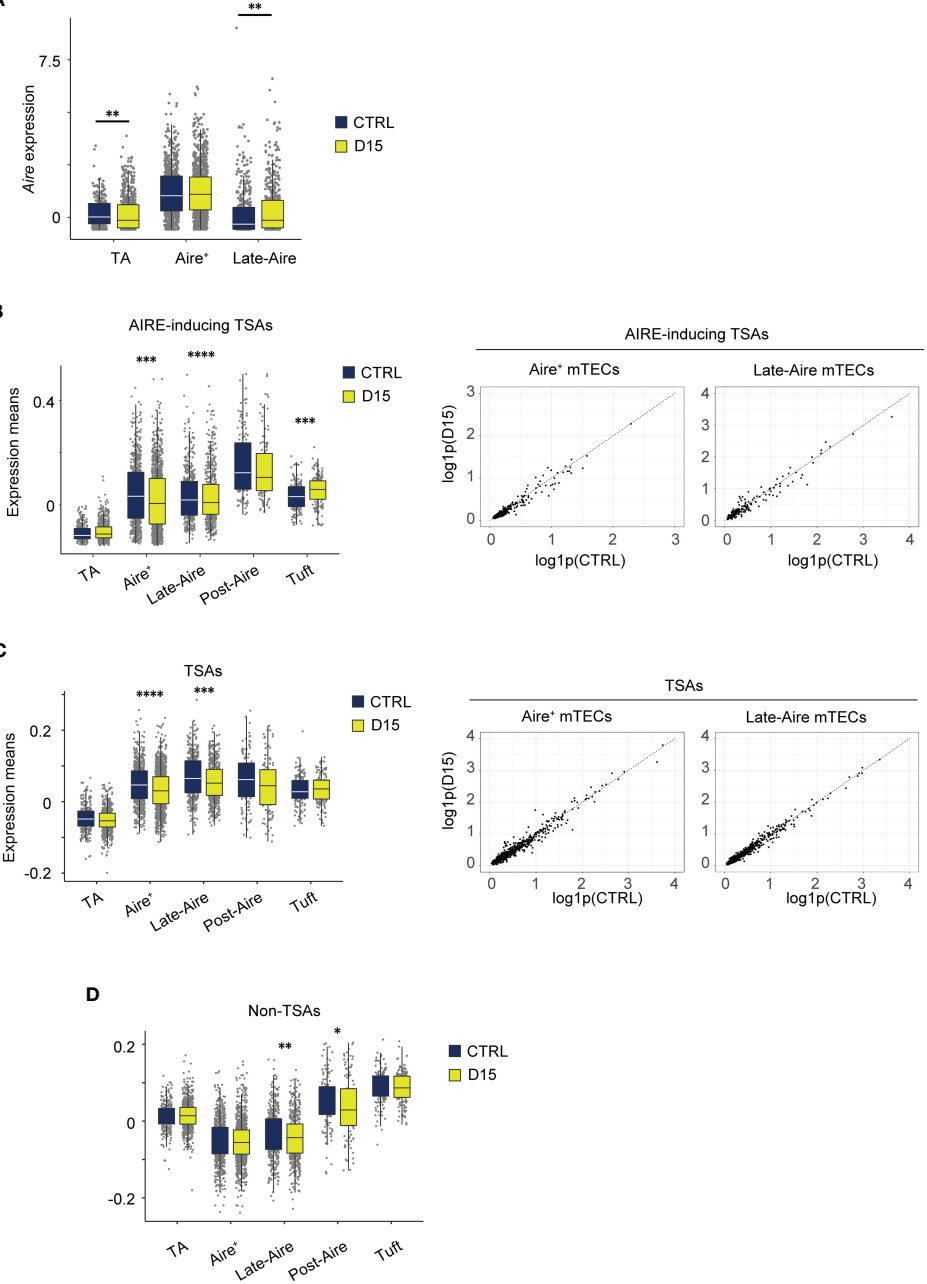
Expression level of AIRE and tissue-specific antigen genes were altered 15 days after acute sublethal irradiation. **(A)** A box plot of means of *Aire* expression in indicated cell subsets (TA, TA-mTECs, Aire^+^, Aire^+^mTECs, and Late-Aire, Late-Aire mTECs) from mice 15 days after sublethal irradiation (D15) and controls (CTRL). **(B-D)** Box plots for mean TSA expression, AIRE-inducing TSAs and non-TSAs from mice 15 days after irradiation (D15) and controls (CTRL). TA, Aire^+^, Late-Aire and Tuft indicate TA-mTECs, Aire^+^mTECs, Late-Aire mTECs, and tuft-like mTECs. TSA and Aire-inducing TSAs were selected according to a previous study (31). *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; Wilcoxon rank sum test. For gene expression analysis, genes with more than 500 UMI counts were selected as practically expressed genes.

Because Aire expression was differentially altered, we next investigated aftereffects on TSA expression in each subset. 

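The copy of the TSA list used here holds the first 1999 of its 6611 rows, so no set or enrichment test was made. The AIRE-inducing names held are not all among the TSA names held. The sums of the 2 lists are therefore not part and whole, and their contrast need not be that of the paper's full lists. Of the listed names, 1849 TSAs and 1853 AIRE-inducing TSAs matched a gene by symbol, and 138 and 136 more matched through older names. Names turned into dates were found in 4 entries of the TSA column, and 12 and 10 names stayed unmatched. More than 500 UMIs over all kept cells were found for 867 listed TSAs and 492 listed AIRE-inducing TSAs. All matched genes, 1987 TSAs and 1989 AIRE-inducing TSAs, held 2.43% and 1.13% of the UMIs of the kept cells.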

A list of TSAs and AIRE-inducing TSAs (**Supplementary Table 1**), which are down-regulated by *Aire* gene deletion (31), were used for this analysis. Mean expression levels of all TSAs and AIRE-inducing TSAs were slightly reduced in Aire^+^mTECs and Late-Aire mTECs from irradiated mice, compared to control mice (**Figures 5B, C**) although changes in individual TSA expression level are small (**Figures 5B, C**). 

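In R1 and R3 together, the listed TSAs held 280 UMIs per 10000 (278.7 to 280.5) in control and 264 (263.5 to 265.0) in irradiated cells, a log2 ratio of -0.08 (-0.09 to -0.07). The listed AIRE-inducing TSAs held 139 (138.0 to 139.3) and 130.5 (129.96 to 130.99), a log2 ratio of -0.09 (-0.10 to -0.08). In R2, the listed TSAs held 327 (325.6 to 328.4) and 311 (309.8 to 312.5), a log2 ratio of -0.07 (-0.08 to -0.06). The listed AIRE-inducing TSAs of R2 held 208 (207.4 to 209.6) and 181 (180.3 to 182.4), a log2 ratio of -0.20 (-0.22 to -0.19). Leaving out the 10 listed genes with the most UMIs in the cluster moved the last of these values most and reversed it, to 0.01. Among these genes of R2, Wfdc18 fell by 1.34 and Reg3g by 0.56 on the log2 scale. The intervals are narrow because the sums are large, and they do not cover differences between mice or libraries.

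**Figure D3:**
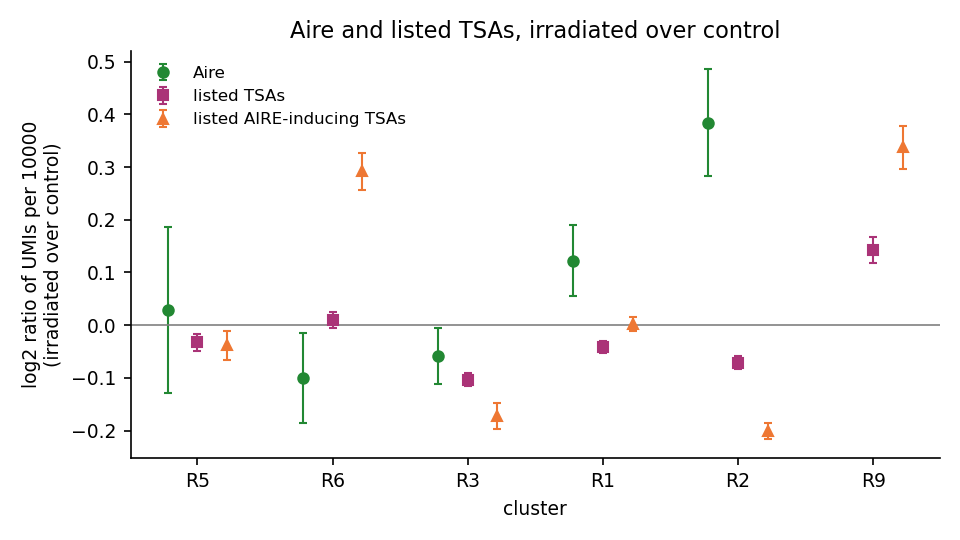
Log2 ratio of UMIs per 10000, irradiated over control (y axis), of Aire and of the listed TSAs in each cluster (x axis), with ranges from the exact Poisson intervals. R2 shows a positive ratio of Aire and negative ratios of the listed TSAs; Aire is not plotted for R9.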

Interestingly, for Late-Aire mTECs, Non-TSA genes in addition to TSA genes were reduced (**Figure 5D**), suggesting a possible effect of radiation on general gene expression mechanisms. 

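In R9, the listed TSAs held 250.1 UMIs per 10000 (248.1 to 252.2) in control and 276 (273.6 to 278.5) in irradiated cells, a log2 ratio of 0.14 (0.12 to 0.17). The listed AIRE-inducing TSAs held 88.0 (86.8 to 89.2) and 111 (109.7 to 112.8), a log2 ratio of 0.34 (0.30 to 0.38). Wfdc18 alone held 33.3% of the UMIs of the AIRE-inducing list in R9, and it rose from 24.8 to 42.9 UMIs per 10000. Without the 10 genes with the most UMIs, the log2 ratio was -0.01 for each list, so both rises came from these genes.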

For tuft-like mTECs, total TSA expression was unchanged and the mean expression level of AIRE-inducing TSAs was increased (**Figures 5B, C**). Interestingly, although Aire expression was unchanged in Aire^+^ mTECs and increased in Late-Aire mTECs (**Figure 5A**), mean expression levels of AIRE-inducing TSAs were decreased in both mTECs. Thus, the change in expression level of AIRE-inducing TSAs by irradiation was not correlated with the change in AIRE expression level, implying that other regulatory mechanism(s) controlling ectopic TSA expression might be disturbed by irradiation.

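By single cluster, Aire had a log2 ratio of 0.12 (0.05 to 0.19) in R1 and -0.06 (-0.11 to -0.01) in R3. The listed AIRE-inducing TSAs had a log2 ratio of 0.00 (-0.01 to 0.02) in R1. In R3 it was -0.17 (-0.20 to -0.15), but it became positive under 5 of the other settings, at most 0.19 under the limit of 10% mitochondrial UMIs, and the cause was not tested.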

### mTECs expressing Ccl25 were selectively decreased 15 days after irradiation

We next conducted a detailed analysis of Aire^+^mTECs and Late-Aire mTECs, which are considered mature mTECs expressing high levels of MHC class II and co-stimulatory molecules. Because the TSA expression profile is altered by irradiation, we performed subclustering and UMAP dimension reduction based on TSA expression levels for these mTECs. 

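The 2656 cells of R1, R2 and R3 were clustered on 1909 listed TSA genes without Ccl25, which gave 7 subclusters, T0 to T6. The libraries were not integrated for this step. Because the list is incomplete, these subclusters need not be those of the paper. T1 came mostly from R3, T0 mostly from R1 and T2 mostly from R2.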

We found that Aire^+^mTECs and Late-Aire mTECs are separated into 6 subclusters by expression levels of TSAs (**Figure 6A**). Embedding these subclusters in the original UMAP plot suggested that subclusters 0 and 2 are mainly concordant with Aire^+^mTECs and that subclusters 1, 3, 4, and 5 are concordant with Late-Aire mTECs (**Figure 6B**). Comparisons of the proportions of these subclusters between irradiated TECs and controls revealed that subcluster 4 was most severely decreased by irradiation (**Figures 6C, D**). 

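T6 had the lowest log2 ratio, -2.05 (-4.17 to -0.16), on 17 control and 6 irradiated cells. Its leading genes included Lrmp, Alox5 and Rgs13. Lrmp and Rgs13 are tuft-like markers and were also among the leading genes of R9. T6, with 22 of its 23 cells in R2, may therefore hold tuft-like cells. In T6, 0 of 23 cells had 2 or more Ccl25 UMIs after thinning, which allows a share of up to 13.0%, again as 3 counts of the total. T2 held 26.5% of the control cells (23.9 to 29.2) and 20.4% of the irradiated cells (18.5 to 22.5), a log2 ratio of -0.38 (-0.66 to -0.09). T1 rose from 19.2% (16.9 to 21.7) to 27.6% (25.4 to 29.9), a log2 ratio of 0.52 (0.23 to 0.82). With Ccl25 kept among the genes, an alternative chosen after seeing the data, the subcluster with the most Ccl25 again had a log2 ratio of -0.38. The lowest log2 ratio was then -2.40, in a subcluster with 0.611 Ccl25 UMIs per 10000. Lrmp and Rgs13 were also among the leading genes of that subcluster.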

Subcluster 4 is located close to the border between Aire^+^mTECs and Late-Aire mTECs in the original UMAP plot (**Figure 6B**). Consistently, Monocle 3 analysis suggested that the average pseudotime of cluster 4 cells is between that of cluster 0 and cluster 1 (**Figure 6E** and **Supplementary Figure 3F**), which are typical clusters of Aire^+^mTECs and Late Aire mTECs, respectively. Moreover, expression of Aire in subcluster 4 is intermediate between those of clusters 0 and 1 (**Figure 6F**). Thus, this radiation-sensitive subcluster 4 most likely corresponds to an intermediate subset between Aire^+^mTECs and Late-Aire mTECs.

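Mean pseudotime was 0.473 in T1, 0.653 in T0 and 0.667 in T2. T6, with the lowest log2 ratio, lay between T0 and T2, at 0.66 on 23 cells. Tuft-like R9, whose markers T6 shared, was not part of the pseudotime. The mean was 0.608 in T4, 0.81 in T3 and 0.942 in T5.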

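Aire was at 12.9 UMIs per 10000 in T1, 10.9 in T0, 5.94 in T2 and 5.83 in T4. It was 2.45 in T6, 1.03 in T5 and 0.965 in T3.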

**Figure 6:**
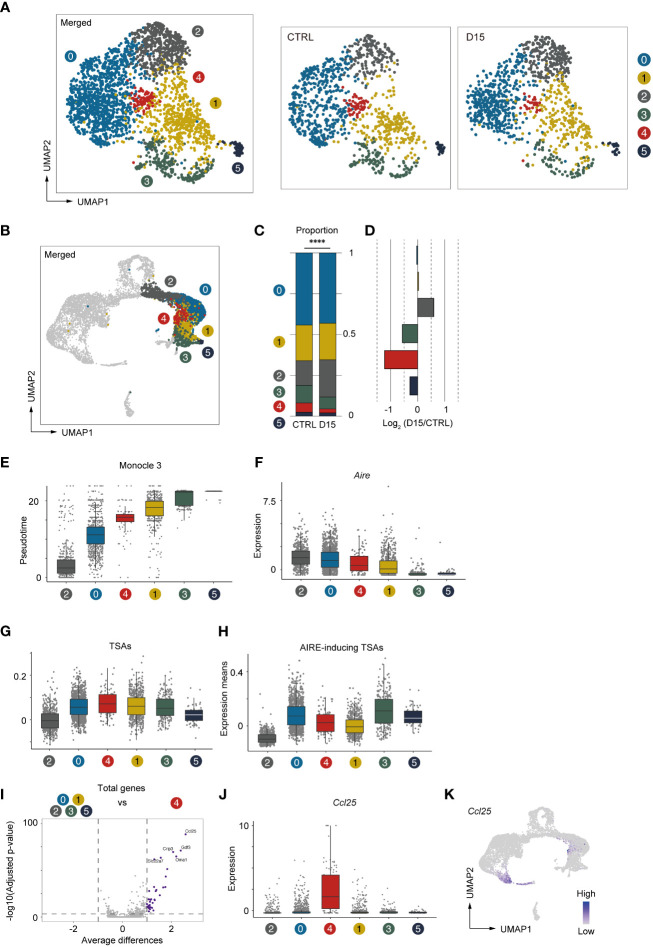
*Aire* ^+^ mTECs expressing CCL25 and a high level of TSAs were preferentially decreased 15 days after acute irradiation. **(A)** UMAP plot for subclustering analysis of Aire^+^mTECs and Late-Aire mTECs. Only TSA genes were used for subclustering and UMAP reduction. **(B)** Embedding clusters of **(A)** in the original UMAP plot using all cells and genes. **(C)** Stacking bar plots of proportions of each subcluster from TECs mice 15 day after sublethal irradiation (D15) and controls (CTRL). ****p < 0.0001. **(D)** Bar plots of log2-transformed changes in proportions of TEC subclusters from mice 15 day after irradiation (D15) and age-matched control mice (CTRL) **(E)** Box plots shows pseudotimes of cells in subclusters determined based on TSA expression. Each dot indicates a pseudotime of an individual cell. Box plots of *Aire* expression **(F)**, means of AIRE-inducing TSA expression **(G)**, and means of TSA expression **(H)** in each subcluster are indicated. **(I)** A volcano plot of changes in gene expression between subcluster 4 and other subclusters. Purple dots indicate significantly upregulated genes in subcluster 4 (p-value < 0.05, average differences > 1). P-values were calculated with the Wilcoxon rank-sum test with Bonferroni correction. **(J)** Box plots of *Ccl25* expression in each subcluster. **(K)** A heatmap of Ccl25 expression projected onto UMAP. Gene expression values were scaled counts per 10^4^ counts.

Because subcluster 4 was detected by subclustering and UMAP analysis based on TSA expression, we analyzed TSA expression in subcluster 4 (**Figure 6G**). Interestingly, expression levels of TSAs are highest among these subclusters. However, expression of Aire-inducing TSAs was moderate and lower than that of subcluster 0 (**Figure 6H**). This finding implies that the profile of TSAs expressed in mature mTECs is dynamically changed during maturation. 

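The listed TSAs held most UMIs per 10000 in T5, with 421, and in T3, with 400.1. They held 312 in T0, 293 in T2 and 215 in T1. T2, which had the highest level of Ccl25, thus lay below T0, T3 and T5.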

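The listed AIRE-inducing TSAs held 413 UMIs per 10000 in T3, 349 in T5 and 196 in T0. In T3 that is more than the 400.1 of the listed TSAs, because the held lists are not nested. In T2 they held 126, below T0.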

We next sought to find marker genes specific to subcluster 4. Differential gene expression analysis of subcluster 4 and other subclusters revealed significant up-regulation of several genes in cluster 4 (**Figure 6I**). In particular, C-C motif chemokine ligand 25 gene (*Ccl25*) is most differentially expressed in cluster 4 (**Figures 6I, J**). Thus, the analysis suggested that, in addition to cTECs, a specific subset of Aire^+^mTEC highly expresses CCL25 (**Figure 6K**). This CCL25^+^ cell cluster appears to be present in other datasets of mTECs (11, 12) (**Supplementary Figure 4**). 

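Ccl25 lies at 4325210 to 4360020 on chromosome 8 of GRCm38, on the plus strand. It was highest in T2, with 10.3 UMIs per 10000, a log2 ratio of 1.20 against the other subclusters together. Its level was 7.33 in T4 and 5.73 in T0. No subcluster held the Ccl25-expressing cells alone, since cells with 2 or more UMIs after thinning made up 23.2% of T2 and 24.2% of T0. The 27 cells with the most Ccl25, or 1% of the cells of R1 to R3, held 23.0% of the Ccl25 UMIs.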

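Over both libraries, 553 cells of R1, R2 and R3 had at least 2 Ccl25 UMIs after thinning, of which 223 lay in R1, 187 in R2 and 143 in R3. Among cTEC-like cells, 73.9% of control cells (66.3 to 80.6) and 81.5% of irradiated cells (77.1 to 85.3) had as many. Per 10000 UMIs, Ccl25 was at 35.8 in control and 46.3 in irradiated cTEC-like cells.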

Importantly, these CCL25-expressing mTECs may be decreased after acute irradiation.

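At least 2 Ccl25 UMIs after thinning were found in 24.2% of the 1079 control cells of R1 to R3 (21.7 to 26.9) and in 18.5% of the 1577 irradiated cells (16.6 to 20.5). The log2 ratio was -0.39 (-0.69 to -0.08), and thinning left out 0 cells. Without thinning the shares were 37.2% and 29.6%, at median depths of 18121 and 15655 UMIs. As background, 3.31% of control tuft-like cells (1.08 to 7.56) and 6.08% of irradiated tuft-like cells (2.82 to 11.2) reached the same minimum, at lower median depths. The alternative that moved the result most was a minimum of 10 UMIs, chosen after seeing the data, with shares of 8.53% and 5.45% and a log2 ratio of -0.64. Summed over all cells of R1 to R3, Ccl25 fell from 6.44 UMIs per 10000 (6.33 to 6.55) to 4.78 (4.70 to 4.87). It fell by 0.63 on the log2 scale in R1, by 0.36 in R3 and by 0.15 in R2.

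**Figure D4:**
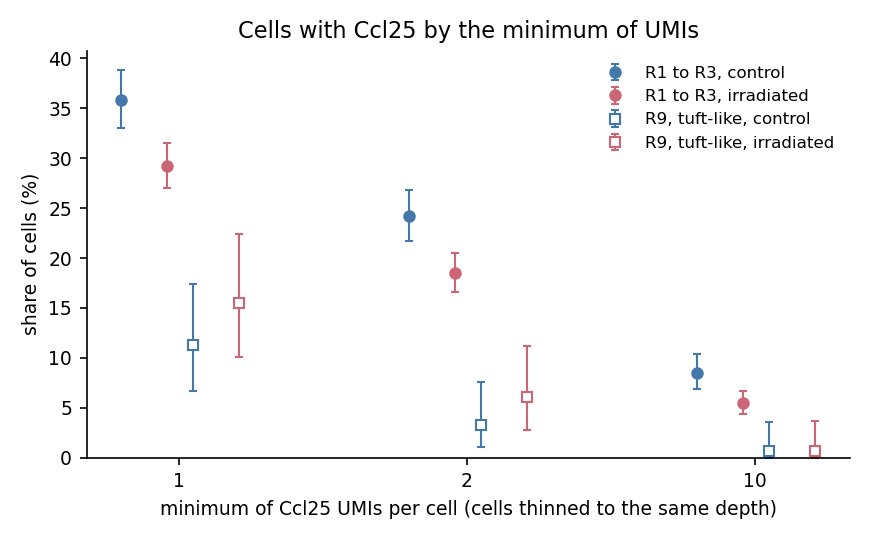
Share of cells (y axis, percent) with at least 1, 2 or 10 Ccl25 UMIs (x axis) after thinning, in R1 to R3 together and in tuft-like R9 as background, with exact 95% intervals. In R1 to R3 the share is lower in the irradiated library at each minimum, and both libraries lie above the tuft-like cells.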

## Discussion

In this study, we investigated aftereffects of sub-lethal dose irradiation on murine TEC phenotypes. Data suggested that even if the number of total thymic cells recovered, recovery of mTEC cellularity was not complete. scRNA-seq analysis suggested that reduction occurs in Aire^+^mTECs and mTECs in later differentiation stages, which are considered mature mTECs. Importantly, we found that the frequency of TA-mTEC progenitors was less influenced by radiation, compared to mature mTECs. Label retention experiments suggested that the reduction in cellularity of mature mTEC subsets was not due to enhanced mTEC cell death, but may be due to decelerated differentiation from TA-mTECs to Aire^+^mTECs. The important question is what mechanisms of differentiation are affected by irradiation.

TNF family RANKL signaling is critical for differentiation of Aire^+^mTECs (22, 32, 33). Moreover, a previous study revealed that RANKL is up-regulated in CD4SP and type 3 ILCs after bone marrow transplantation with irradiation, and the administration of recombinant RANKL protein boosts the regeneration of mTECs (34). On the other hand, a recent study suggested that RANKL signaling may promote differentiation from immature mTECs to TA-mTECs (8). It should be noted that the ratio of TA-mTECs was higher than that of controls. Accordingly, it is unlikely that impairment of RANKL signaling is solely responsible for reduction of Aire^+^ mTECs and their descendants. This idea may be supported by the fact that CD4SP cells were significantly rescued 15 days after irradiation, and their RANKL expression was rather increased following irradiation (**Supplementary Figure 2C**). Thus, it is an open question to identify the mechanism by which irradiation causes a selective effect on development of these mTECs.

One previous study revealed a critical role of IL-22 for TEC regeneration after irradiation (16). IL-22 is expressed in type 3 innate lymphoid cells via signaling of IL-23, expressed in dendritic cells sensing the reduction of CD4 CD8 double-positive thymocytes. This mechanism promotes proliferation of TECs in relatively early stages of thymic recovery. Thus, it is likely that the IL-22-dependent event occurs ≤15 days after irradiation. However, given that IL-22 signaling enhances proliferation of TECs, most likely including proliferative TA-mTECs, it may be that TA-mTECs receiving IL-22 signaling are less able to differentiate into Aire^+^ mTECs. Reduction of Aire expression in TA-mTECs after irradiation suggests that properties of TA-mTECs can be changed by irradiation. To test this hypothesis, it is necessary to compare phenotypes of irradiated and non-irradiated TA-mTECs in detail. However, presently, it is difficult to discriminate between TA-mTECs and Aire^+^mTECs by flow cytometry. Identification of a cell surface marker for TA-mTECs will help overcome this problem.

One surprising finding in our scRNA-seq analysis is that an mTEC subset expressing high levels of CCL25 is present in the Late-Aire mTEC cluster. CCL25 is highly expressed in cTECs and controls recruitment of T cell progenitors derived from bone marrow into the thymus (35). Interestingly, a recent study suggested that CCL25 is directly regulated by AIRE (36). Moreover, the same authors reported that CCL25-deficient mice showed autoimmunity in some organs, which was similar to the phenotype of *Aire*-deficient mice. Therefore, in addition to detailed characterization, an important future study should address whether CCL25-expressing mTECs are critical to suppress onset of autoimmunity.

Recent studies have demonstrated that post-Aire mTECs can be separated into some mimetic cell subsets, which exhibit gene expression patterns resembling those of various peripheral tissues (11, 12). In contrast, the CCL25+ mTECs shown in this study are a subset at the boundary between Aire+ mTECs and Late-Aire mTECs and are marked by elevated expression of various tissue-specific genesConsequently, it is conceivable that Aire^+^ mTECs may also subdivide into minor cell subsets with slightly distinct gene expression profiles. While a previous single-cell RNA-sequencing analysis has hinted at the existence of these minor subsets (5), their experimental validation remains an important aspect to be addressed.

One limitation of this study is that only one experiment was conducted for scRNA-seq analysis of irradiated and control samples. Therefore, efforts were made to minimize individual differences among mice by pooling TECs from three mice. Furthermore, a comparison of the integrated data under these two conditions suggests that the batch effect due to experimental error is small. However, future validation of the present scRNA-seq data is needed through flow cytometry analysis of cell subsets with appropriate cell surface markers and RNA-seq analysis of sorted cell subsets.

It was reported that radiation increases the risk of autoimmune diseases, such as diabetes and thyroid autoimmune disease (37, 38)). Whereas most studies have focused on the dysregulation of peripheral lymphocytes, the disturbance of the thymic self-tolerance mechanism may also contribute to the increased risk of autoimmune diseases after exposure to radiation through radiotherapy or disasters. Indeed, a recent study showed that the recovery of mTEC numbers was delayed compared to mature thymic T cells after bone marrow transplantation in mice, leading to autoimmunity (39). Our findings may further support this, as we observed a decrease in the percentage of mature mTECs in the total TECs 15 days after total-body irradiation, despite the recovery of CD4SP cells. In addition, the expression level of TSA in mature mTECs was also decreased. Thus, these two effects on mTECs lead to the impairment of the thymic medullary environment responsible for self-tolerance after irradiation and may combine to increase the risk of autoimmunity. Further analysis of the variation in the TCR repertoire of mature thymic T cells after irradiation may provide some insight into this issue.

Overall, our study suggests an impact of irradiation on properties and heterogeneity of mTECs, which may disrupt thymic self-tolerance mechanisms, thereby increasing the risk of autoimmune diseases. Further verification of this hypothesis is important for discovering mechanisms underlying increased risk of autoimmune disease onset due to irradiation and other thymic insults.

## Materials and methods

### Mice

All mice were housed under specific pathogen-free conditions according to Guidelines of the Institutional Animal Care and Use Committee of RIKEN, Yokohama Branch (2018- 075). C57BL/6 female mice (Clea, Japan) were used for all experiments. Seven-week-old female mice received 5.5 Gy of γ-irradiation. For scRNA-seq analysis, and flow cytometric analysis of thymocytes, mice were used 15 days after irradiation. For BrdU labeling, 0.8 mg/mL BrdU (Nacalai, Kyoto, Japan) was supplied with sterile drinking water for 7 days.

### Antibodies and reagents

Antibodies and reagents employed included APCCy7-anti-mouse CD45 (BioLegend, clone 30 F-11, Cat#103116), APCCy7-anti-mouse TER119 (BioLegend, clone TER-119, Cat#557853), BV711-anti-mouse EpCAM (CD326) (BioLegend, clone G8.8, Cat#118233), PE-anti-mouse CD80 (eBioscience, clone 16-10A1, Cat#12-0801-81), Alexa647-anti-mouse Ly51 (BioLegend, clone 6C3, Cat#108312), Biotinylated UEA-1 (Vector Laboratories, Cat#B-1065), PECy7-streptavidin (eBioscience, Cat#25-4317-82), PECy7-anti-mouse CD4 (BioLegend, clone RM4-5, Cat#100528), APCCy7-anti-mouse CD8 (BioLegend, clone 53-6.7, Cat#109220), PE-anti-mouse CD44 (BioLegend, clone IM7, Cat# 103007), PE-anti-mouse CD25 (BioLegend, clone PC61, Cat#102007), PE-anti-mouse TCRγ/δ (BioLegend, clone GL3, Cat#118107), FITC-anti-mouse CD69 (BioLegend, clone H1.2F3, Cat#104506), AlexaFluor647-anti-mouse H2-kb (BioLegend, clone AF6-88.5.5.3, Cat#116512), FITC-anti-BrdU (BD, BrdU flow kit, Cat#559619), Zombie Aqua fixable viability kit (BioLegend, Cat#423101), and anti-mouse CD16/32 (BioLegend, clone 93, Cat#101302).

### Isolation and analysis of TECs from mice

Mice were sacrificed with CO_2_ and thymi were dissected. Individual thymi were minced with razor blades and thymic fragments were obtained by removing the supernatant and by pipetting minced thymi up and down in 1 mL RPMI1640 (Wako). Thymic fragments were digested in 0.05U/mL Liberase (Roche) and 0.01%w/v DNaseI (Sigma-Aldrich) in RPMI1640 by incubation at 37°C 3 x 12 min. Supernatant from the digestion was added to the same volume of FASC buffer (2% fetal bovine serum; FBS in phosphate-buffered saline; PBS) containing 1 nM EDTA to stop reactions. The cell suspension was incubated with anti-mouse CD16/32 in FACS buffer to block non-specific binding, and stained with primary antibodies (anti-EpCAM, -CD45, -TER119) in FACS buffer. 7-Amino-Actinomycin D (7-AAD) was added to label dead cells. EpCAM^+^ cells were sorted for scRNA-seq using a FACS Aria instrument (BD). For BrdU detection, cells were stained with primary antibodies (anti-EpCAM, -Ly51, -CD45, -TER119, -CD80, biotinylated UEA-1) in FACS buffer and sequentially incubated with secondary reagent (streptavidin) in FACS buffer following a blocking step. Dead cells were labeled with Zombie Aqua fixable viability kit. Flow cytometry data were analyzed with FlowJo10.

### BrdU-labeling experiment

BrdU up taken in DNA was detected using a BrdU flow kit (BD, Cat#559619). In brief, cells were fixed and permeabilized with Cytofix/Cytoperm buffer after cell surface staining. To expose BrdU up taken by DNA, cells were incubated with 300mg/mL DNaseI in DPBS for 1 h at 37°C before anti-BrdU staining.

### Library preparation for droplet-based single-cell RNA-sequencing

For scRNA-seq analysis, cell suspensions of steady-state thymi or post-irradiated thymi from three mice were prepared and pooled. Cellular suspensions were loaded onto a Chromium instrument (10× Genomics) to generate a single- cell emulsion. scRNA-seq libraries were prepared using Chromium Single-Cell 3′ Reagent Kit v3 Chemistry.

### scRNA-seq analysis of TECs

Library paired-end sequencing was performed on an Illumina HiSeq2000. Output FASTQ files were processed using Fastp, demultiplexed, and aligned to the mm10 reference genome with Cell Ranger v5.0.1. Processing with Cell Ranger was performed on the HOKUSAI supercomputer at RIKEN. Downstream analyses were performed with the Seurat package, version 4. Transcript-by-cell metrics were made from output files and contained genes expressed in at least five cells. Cells with a percentage of mitochondrial transcripts < 15% and 7500 > the number of feature RNA > 2000 were used for further analyses. For normalization, feature counts of each cell were divided by total counts of that cell and were multiplied by 10^4^. The 3000 most variable genes were selected with variance stabilizing transformation to perform principal component analysis (PCA). After integration of two data sets with 2000 anchor features, scaling data, PCA and UMAP, followed by shared-nearest-neighbor graph construction were performed. Shared-nearest-neighbor graph construction was performed with the top 20 PCs and resolution of cell clustering analysis was set at 0.5. Subclustering analysis was performed with only TSA genes defined as a list (**Supplementary Table 1**). Cluster-based differential gene expression analysis was performed using FindMarkers in the Seurat package with scaled expression values. Pseudotime analysis was performed with the Monocle3 package.

### Reanalysis of published single-cell and single-nucleus RNA-seq datasets of mTECs

Two published datasets of single-cell (11) or single-nucleus (12) RNA-seq data of mTECs were reanalyzed to confirm reproducibility of the Ccl25-expressing mTEC population we discovered by integration with our scRNA-seq data. In reanalysis of a scRNA-seq dataset from Michelson et al, we obtained fastq files of multiplexed samples of CD104^lo^ mTEC^lo^ from wild-type adult and perinatal mice (GSE194253), demultiplexed, and aligned to the mm10 reference genome with Cell Ranger v5.0.1 on NIG supercomputer. Metrics according to hash-tags were also obtained from NCBI (GSE194253). Preprocessing prior to integration analysis was performed as previously described (11). Briefly, cells without hash-tags, cells with multiple hash-tags, and cells with more than 20% mitochondrial RNA occupying total RNA were removed as low quality cells and read counts were normalized by dividing feature counts of each cell by total counts oh that cell and then multiplied by 10^4^. In reanalysis of a snRNA-seq dataset from Givony et al, we obtained fastq files (GSE194253), followed by the same processes as scRNA-seq datasets. In preprocessing prior to integration analysis, cells with less than 500 counts or more than 5000 counts of the number of feature RNA and cells with more than 15% mitochondrial RNA were removed and normalization of read counts was performed as above. After preprocessing, all datasets were integrated using the FindIntegrationAnchors function and the IntegrateData function using the 3000 most valuable genes selected by the FindVariableFeatures function. 2D UMAP visualization was performed using the top 30 PCs.

### Isolation and analysis of thymocytes

Mice were sacrificed with CO_2_ and thymi were dissected. Individual thymi were ground with glass slides in 3 mL 5% FBS in RPMI1640 (Wako). Cells were centrifuged, incubated with anti-mouse CD16/32 in FACS buffer to block non-specific binding and stained with primary antibodies (anti-CD4, -CD8, -CD69 and -H2-kb) in FACS buffer. 7-Amino-Actinomycin D (7-AAD) was added to label dead cells. Flow cytometry data were analyzed with FlowJo10.

### Statistical analysis

Statistical significance between mean values was determined using Student’s t-test or the Wilcoxon rank sum test. P-values for differences of proportions of clusters in scRNA-seq analysis were calculated using the Chi-square goodness of fit test. P-value correction in differential gene expression analysis with Seurat were performed with Bonferroni methods. P-values for BrdU decay kinetics experiment were calculated by simple linear regression in GraphPad Prism. ****: p < 0.0001; ***: p < 0.001; **: p < 0.01; *: p < 0.05.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE228198 (GEO).

## Ethics statement

The animal study was approved by Institutional Animal Care and Use Committee of RIKEN, Yokohama Branch. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

KH, Data curation, Formal analysis, Funding acquisition, Investigation, Validation, Writing – original draft; MM, Data curation; TI, Investigation, Writing – review and editing, MH, Validation; YM; Validation, Writing – original draft; TM, Supervision, Writing – review and editing; SM, Supervision, Writing – review and editing; NA, Formal analysis, Funding acquisition, Investigation, Supervision, Writing – review and editing; TA, Formal analysis, Funding acquisition, Investigation, Project administration, Supervision, Validation, Writing – review and editing.

How the deposited data were processed for this re-analysis (not part of the article)

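TECs of irradiated mice and of control mice were measured by droplet scRNA-seq in 2 libraries, 1 per condition, each a pool of 3 mice. The authors trimmed the reads, aligned them to the mouse genome and counted UMIs per gene and barcode with Cell Ranger. They deposited the counts without normalization, for the barcodes that Cell Ranger had called as cells. Conditions were assigned by the cell numbers that the paper states, against the deposit's labels. The chemistry, and the age in the protocol of the labels, also differ from the paper.

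The control library held 58185309 UMIs in all and a median of 9563 per barcode, and the irradiated library held 82201657 and a median of 9887. Of 32285 listed genes, 22056 and 22510 were found in at least 5 barcodes. The cells kept by the limits of 15% mitochondrial UMIs and 2000 to 7500 detected genes held 51586327 control and 75542631 irradiated UMIs. Their median mitochondrial share was 5.98% in each library. Leaving out the filter on genes found in few barcodes changed the irradiated cells kept to 5072. Doublets were scored with Scrublet in scanpy 1.11.5, which called 0.03% of control and 0.08% of irradiated cells and so did not work here. None were removed in the main setting.

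From the deposited counts, Seurat 5.3.0 in R 4.3.3 was used for normalization to 10000 UMIs, 3000 variable genes per library, anchors over 2000 genes, 20 principal components and clustering at resolution 0.5. The seed and the neighbour settings are Seurat's defaults and were settled after trial runs. Cluster names came from fixed lists of markers, and leading genes were the 10 with the highest fold over the other cells among genes in at least 25% of a cluster's cells. The groups R1 to R3 and R5 to R6 were set after their leading genes and Aire levels had been seen. Under another setting, each cluster took the number of the cluster here from which most of its cells came.

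Expression of Aire, Ccl25 and the listed TSAs was the sum of UMIs of a cluster per 10000 summed UMIs of that cluster in each library. Listed TSAs entered with more than 500 UMIs. Shares of cells with a UMI, and phases, were computed after thinning each cell at random to 4000 UMIs, and also without thinning. A log2 ratio of a gene used 0.5 added UMIs. Diffusion pseudotime used 30 neighbours and 15 components. Subclusters used the same resolution. Minimums of Ccl25 UMIs other than 1 and 2 were looked at after seeing the data, and 10 is reported.

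Gene lists of p53 targets, stress genes and interferon genes were fixed in advance, as was a list of thymocyte genes. A list's median log2 ratio was set against 10000 random lists of the same size, matched on mean expression, in the 10 clusters with at least 100 cells in each library. The percentile describes these libraries and is not a test between conditions. Named genes were those that the paper names for its scRNA-seq data. To them came the 5 genes with the highest and the 5 with the lowest median log2 ratio over the 10 clusters, among 4986 genes with at least 100 UMIs in each. The computation was tested on simulated counts with 200 changed genes, and all 200 had the right sign in each of the 10 clusters. The simulated changes were larger than any list median raised here, in genes with at least 100 UMIs and with counting error only. The test thus checks the arithmetic, and does not show that smaller changes are found or cover differences between libraries.

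Alternatives changed the limits of detected genes and mitochondrial UMIs, the resolution, the integration, the doublets, the denominator, the summary over cells, the genes of the lists, the thinning and the weighting and root of the pseudotime. Coordinates are those of GRCm38. Flow cytometry and BrdU experiments were not analysed here, and non-TSA genes were left out because the list held here is incomplete. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15, with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.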

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

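The tests of Cdkn1a alone by the number of genes, of a shift of all cells, of stress during cell preparation, of an exchange of the libraries and of the 3 explanations for the interferon genes were chosen after the result was seen.

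Genes of the p53 pathway, which the paper does not report on in its scRNA-seq data, were higher in 5 of the 10 clusters of the irradiated library than 97.5% of random lists. The median log2 ratio over those of the 16 listed genes with at least 20 UMIs was 0.66 in R5, 0.47 in R3, 0.40 in R8, 0.34 in R4 and 0.28 in R6. In R0 it was 0.11, at percentile 97.46, which is just under that limit, and in R1 it was -0.02. With genes of at least 100 UMIs, R0 and R2 also passed the limit, at percentiles 99.6 and 98.8. The median without Cdkn1a, set in advance as a test, was 0.63 in R5, 0.453 in R3, 0.393 in R8, 0.314 in R4 and 0.269 in R6. A rise of Cdkn1a alone would leave it near the median of random lists. That lay between -0.017 in R5 and 0.05 in R4. These clusters were picked for a high median, though, and leaving out 1 of 14 to 16 genes hardly moves a median. The test could thus hardly fail, and it does not decide on Cdkn1a alone. Of the other listed genes with at least 20 UMIs, 14 of 15 were higher in R3, 11 of 13 in R4 and in R8 and 12 of 15 in R5. With Cdkn1a alone they would be higher about as often as lower, and the lowest of these shares, 80.0% (51.9 to 95.7), lies above such an even split if genes are taken as independent. In R6 it was 10 of 14, or 71.4% (41.9 to 91.6), so with so few genes this share cannot decide there. The R6 median without Cdkn1a, 0.269 against 0.008 in random lists, cannot decide there either, for the reason given above. A rise of Cdkn1a alone stays open in R6. Free RNA or a shift of all cells alike would raise all clusters, and R1 stayed at -0.02. More stress during preparation would raise stress genes as well, but their highest median in these clusters was -0.56. An exchange of the 2 libraries cannot be told apart from the assignment used here. The library that the labels call irradiated held 4937 barcodes and so cannot be the one the paper counts as irradiated, but an exchange before that count would leave no trace in these values. Other differences between the pools stay open too, since each condition had 1 library. Under the assignment used here, a p53 response that lasts to day 15 after irradiation in some TECs stays open as a hypothesis.

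Interferon response genes, on which the paper does not report, were also higher in the irradiated library than 97.5% of random lists in 3 of the 10 clusters. The median log2 ratio was 0.91 in R6, where 10 of 10 genes were higher, 0.25 in R8 and 0.19 in R9. In R1 it was -0.19, at percentile 0.27, and in R0 -0.05. Free RNA would raise the list in all clusters, and the second highest value was the 0.25 of R8. A different mix of Aire-positive and Aire-negative cells was tested on the summed UMIs of R6, which rose from 7.91 to 13.0 per 10000. Cells with an Aire UMI after thinning made up 70.3% of R6 in the control and 59.5% in the irradiated library. The log2 ratio was 0.74 (0.65 to 0.83) among cells without an Aire UMI and 0.28 (0.18 to 0.38) among those with one, against 0.72 in all R6 cells. The mix is therefore not the whole cause, and the rule of this test was revised after a first look at these values. Dividing cTECs would bring Psmb11 and Prss16, which rose with a log2 ratio of 0.59 (0.32 to 0.87) in R6. At the levels of R8 they would bring 0.125 interferon UMIs per 10000, of a rise of 5.12. Irradiation, a difference between the pools and other mixes of cells within R6, which were not tested, stay open for R6. The values in R8 and R9 are small, were not tested further and could be chance over 3 lists and 10 clusters.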

How the results depend on the processing

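The settings that left out the highest 5% of Scrublet scores, left Aire and Ccl25 out of the integration, used 20 other seeds, required at least 10 Ccl25 UMIs or kept Ccl25 among the subclustering genes were chosen after seeing the data. All other alternatives, the lists of genes and markers and the limits were set before the data were examined. No paired analysis was possible because each condition had 1 library.

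A value counts as moved when it left the counting interval of the main setting. The pseudotime and the medians of gene lists have no such interval, so any change counts. The numbers of cells kept have none either, and count as unmoved within a wider limit set for counts, from 2864 to 3493 control and from 4629 to 5464 irradiated cells. By these rules, 166 of the values that answer a comparison were unmoved under the alternatives set in advance, 39 moved and 3 reversed. Under the added ones 64 were unmoved and 17 moved. Of the values for single clusters or groups that answer no comparison of their own, 37 were unmoved, 21 moved and 3 reversed, and under the added ones 6, 7 and 2. The cause of the moves was not tested, apart from those named below.

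The log2 ratios of the shares of R4, R9, R5, R6 and R11 kept their direction under every alternative run, and so did that of R2, which fell to -0.66 at its lowest over 20 other seeds. Without integration, R0 went to 0.69, R8 to 1.11 and R7, which is led by stress genes, to -1.12. R7 went to 0.06 without Aire and Ccl25 in the integration. R3 went to 0.47 with 1000 to 7500 detected genes and also without the highest Scrublet scores, to 0.56 without Aire and Ccl25 and to 0.50 at its highest over seeds. R3 held 836 cells here and 441 with the limit of 1000 genes.

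For Aire, R1 and R3 together went to 0.09 without integration, -0.05 without the highest Scrublet scores and -0.03 without Aire and Ccl25 in the integration. R2 went to 0.51 with under 10% mitochondrial UMIs and 0.26 without integration, and kept its direction under all of them.

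The listed TSAs of R1 and R3 stayed below 0 under all settings run. They went to -0.07 with the mitochondrial limit, -0.09 as a mean over cells, -0.10 with all listed genes or without the highest Scrublet scores, -0.11 without Aire and Ccl25 and -0.06 without the 10 most abundant genes. Those of R2 went to -0.05 at resolution 0.3, 0.00 without integration, -0.06 as a mean over cells or without the highest Scrublet scores and -0.01 without the 10 most abundant genes. Those of R9 reversed to -0.01 without the 10 most abundant genes, which by construction puts the rise in these genes, and were 0.17 without the highest Scrublet scores.

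The listed AIRE-inducing TSAs of R1 and R3 went to -0.07 with the mitochondrial limit, -0.05 without integration and -0.13 with all listed genes, without the highest Scrublet scores or without Aire and Ccl25. Those of R2 went to -0.11 at resolution 0.3, -0.17 without integration or with Scrublet's calls removed, -0.18 as a mean over cells, -0.12 without the highest Scrublet scores, and reversed to 0.01 without the 10 most abundant genes. Those of R9 were 0.39 with the mitochondrial limit or as a mean over cells, 0.42 without the highest Scrublet scores and reversed to -0.01 without the 10 most abundant genes. Those of R3 alone reversed to 0.09 with 1000 detected genes, 0.19 with the mitochondrial limit, 0.05 without integration, 0.13 without the highest Scrublet scores and 0.11 without Aire and Ccl25.

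The difference of mean pseudotime stayed below 0. It was -0.055 with 1000 detected genes, -0.062 with the mitochondrial limit, -0.065 without integration, -0.058 with Scrublet's calls removed or with the root set by Mki67 and Top2a, -0.07 without the highest Scrublet scores and -0.072 without Aire and Ccl25. With the same weight for each cluster it was -0.013, which by construction takes out the mix of clusters.

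With genes of at least 100 UMIs, the p53 medians were 0.16 in R0, -0.03 in R1, 0.13 in R2, 0.45 in R3, 0.39 in R4 and R8, 0.63 in R5, 0.06 in R7 and -0.02 in R9. The log2 ratio of Ccl25-expressing cells lay between -0.64 and -0.30 under all alternatives run for it.

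Some alternatives gave no value. At resolution 0.3 no cluster matched R3, R7, R10 or R12, without Aire and Ccl25 in the integration none matched R5, and without the highest Scrublet scores none matched R13. Of 20 other seeds, R10 was found in 12 and R12 in 19. The low number of cells limits R12, R13, T5 and T6 most.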

Differences from the paper's values

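Of the settings named here, the 20 other seeds and the subclustering with Ccl25 were chosen after seeing the data. The comparison by number covered cells, clusters, subclusters and the log2 changes of R4, R8, R9 and R11 read by eye from Fig. 3E. In the main setting none of these differed by the size set for such a difference. That size is wide, since 14 clusters against 16 and 0.58 against 0.4 in R8 passed. The changes of the other clusters and of the subclusters were not compared by number. The cell numbers were the paper's, 3233 and 5070. The paper reports 16 clusters, and 14 were found here; with 1000 to 7500 detected genes, set before the data were examined, the number was 16. The 20 other seeds gave 13 to 14. The paper reports 6 subclusters, and 7 were found here on the part of the TSA list that is held. Names of clusters were rebuilt here, and a difference can come from the names.

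The paper states that the proportion of Ccl21a+ mTECs rose. Here the log2 ratio was 0.10 (-0.09 to 0.29) in R0 and -0.01 with R7, both within counting error. Without integration, set before the data were examined, R0 rose by a log2 ratio of 0.69. R7, the other cluster with much Ccl21a, went to -1.12 in that setting. No value for both together was reported there, so whether their joint share rose stays open.

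The paper states that total TSA expression of tuft-like mTECs did not change. Here the listed TSAs of R9 had a log2 ratio of 0.14 (0.12 to 0.17). Without the 10 most abundant listed genes, set before the data were examined, it was -0.01.

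The paper describes a subcluster that fell most after irradiation, had the most TSA expression and was marked by Ccl25. Here the subcluster with the lowest log2 ratio was T6, at -2.05, with 0.62 Ccl25 UMIs per 10000. T6 held 23 cells and had tuft-like markers among its leading genes, so it need not be the counterpart of the paper's subcluster. The subcluster with the most Ccl25 was T2, at -0.38, and the one with the most listed TSAs was T5. Keeping Ccl25 among the genes, chosen after seeing the values, gave 7 subclusters as well, and the one with the most Ccl25 had a log2 ratio of -0.38.

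For cTECs, Fig. 3E shows a log2 change of about 0.4, read by eye, and R8 had 0.58 here. Without integration it was 1.11, which lay apart from the figure by the size set for a difference.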

Other observations

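The tests of the stress genes, of the mix of R1, R2 and R3 for Ccl25 and of the 10 most abundant genes as the cause of the changes of the AIRE-inducing list in R2 and R9, and the settings without the highest Scrublet scores and without Aire and Ccl25, were chosen after the result was seen. Leaving out these 10 genes was itself set as an alternative before the data were examined. The other tests below were set before their result was seen.

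Stress genes that rise during tissue digestion were lower in the irradiated library in all 10 clusters, 15 of 15 genes each time. Their median log2 ratio lay between -1.25 in R0 and -0.42 in R2, so a different mix of clusters does not account for it, and with 15 of 15 genes lower neither do a few abundant genes. Different handling of the 2 cell suspensions cannot be told apart from an effect of irradiation with 1 library per condition. The 5 named genes with the lowest median over clusters were Atf3 at -1.59, Fosb at -1.43, Fos at -1.25, Socs3 at -1.09 and Bhlhe40 at -1.06. The 5 with the highest were Cdkn1a at 1.01, Ccl11 at 0.78, Id1 at 0.60, Fabp5 at 0.53 and Ly75 at 0.51. Over 4986 genes, 99.2% of medians lay within 0.5 of 0, 1 was above 1, and 7 were below -1.

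The lower mean pseudotime of the irradiated library is in line with a different mix of clusters. With the same weight for each cluster the difference was -0.013, against -0.0595 over all cells, so in the main setting most of it comes from the mix. Of the differences within clusters, that of R1 stayed below 0 under every setting run. Those of R2, R3 and R5 were above 0 in 1 setting each. That of R6 was above 0 in 3, at 0.0143 without integration, 0.0052 without the highest Scrublet scores and 0.0028 without Aire and Ccl25 in the integration. No biological explanation of it was tested.

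The lower share of Ccl25-expressing cells in R1 to R3 was tested against technical explanations. It stayed after thinning, at a log2 ratio of -0.39, so different depths are unlikely as its cause. Free Ccl25 RNA is unlikely too, since 4.68% of tuft-like cells reached the minimum, against 20.8% in R1 to R3. Doublets with cTECs would carry Psmb11 and Prss16. The cells held 0.0732 UMIs of these per Ccl25 UMI, against 1.19 in cTEC-like cells. A different mix of R1, R2 and R3 is not the whole cause, since the highest log2 ratio within them was -0.10. That value, in R2, lies within counting error. A reduction by irradiation stays as a hypothesis, as does a difference between the pools. In other clusters Ccl25 did not fall alike: its log2 ratio was 0.37 in R8, 0.64 in R4 and 1.66 in R6, and -1.87 in R10.

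The lower expression of listed TSAs in R1 to R3, a log2 ratio of -0.09, is small. Without the 10 most abundant listed genes it was -0.06. In R1 and R3 alone the log2 ratio was -0.08, and with these 2 clusters at the same weight it was -0.07. Over these clusters together, neither the top genes nor the mix of R1 and R3 accounts for all of it. Single clusters differed. Without the top genes the log2 ratio of R2 went from -0.07 to -0.01, and that of R1 from -0.04 to -0.02. That of R3 stayed at -0.10. R2 also went to 0.00 without integration, so its fall may come from a few genes. For the AIRE-inducing list the top genes may account for the change in some clusters too. Without them the log2 ratio of R2 went from -0.20 to 0.01, and that of R9 from 0.34 to -0.01.

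Thymocyte genes, taken as a measure of free RNA, were at 0.306 UMIs per 10000 in control and 0.136 in irradiated tuft-like cells. In R0 and R7 together they were at 0.178 and 0.101. Xist held 74146 UMIs in the control and 102132 in the irradiated library, and Kdm5d held 4 and 1 UMIs, as the use of female mice by the paper implies. Listed AIRE-inducing TSAs had a log2 ratio of 0.29 (0.26 to 0.33) in R6, -0.04 (-0.07 to -0.01) in R5 and 0.08 (0.05 to 0.10) in both together. In R5 and R6 together Wfdc18 held 49.8% of the UMIs of this list. The log2 ratios of its 10 most abundant genes there ran from -1.41 in Reg3g to 5.87 in Bpifa1. The list without these genes was not reported for R5 and R6.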
